A study of Arabidopsis thaliana with 12 samples. Its data were reported in "Dual Regulation of Gene Expression Mediated by Extended MAPK Activation and Salicylic Acid Contributes to Robust Innate Immunity in Arabidopsis thaliana" (2013).

How the data were processed

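Total RNA from leaves of Arabidopsis plants carrying the DEX-inducible MKK4DD transgene was profiled on 12 NimbleGen arrays, each hybridised with the Cy3-labelled RNA of 1 sample. The arrays formed 4 groups of 3, given by the labels: mock and DEX in the Col background, and mock and DEX in the sid2 background.

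The array was designed on the TAIR9 gene models. According to the methods, the authors summarised the probe signals per transcript with the robust multi-array average (RMA) in the NimbleGen software and let the transcript with the higher value stand for its gene. The deposited values were expression intensities on the linear scale, with 1 value per locus and array, for 32627 loci and with 0 missing values. The software version, and whether the arrays were normalized alone or with other arrays, are not given in the sources used here. Probe values, scanner flags, slide numbers and scan dates were not analysed here, so neither spot quality nor a slide batch could be examined, and no level could be set against a measured background. RMA makes the distributions of the arrays nearly equal, so that a change in total RNA per cell does not show in these values. Median intensities lay between 255 and 289. The number of arrays limits the precision of all values.

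The intensities were converted to log2. Gene symbols came from a RefSeq gene table of assembly TAIR10.1, in which 31993 of the 32627 loci (98.1%) had an entry; it was used for names alone, and no coordinates are given because the array was designed on another annotation. SID2 is listed in that table as EDS16, and chalcone synthase (CHS) as TT4.

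A linear model with 4 genotype and treatment groups was fitted to all 12 arrays with lmFit and eBayes of limma 3.58.1 in R 4.3.3, following the model in the methods of the study. The replicate number entered as a random block through duplicateCorrelation (statmod 1.5.0), which gave a consensus correlation of 0.208, and the prior had 2.72 degrees of freedom. Contrasts were the DEX effect (DEX minus mock) in Col, the DEX effect in sid2, the difference between these effects (sid2 minus Col), the sid2 effect (sid2 minus Col) in mock and the sid2 effect in DEX. The p-values were adjusted by Benjamini and Hochberg's method over all loci, and a gene was called at an adjusted p under 0.01 with a change of more than 2-fold. All p-values of single genes come from this fit unless another setting is named. Benjamini and Hochberg's adjustment stands in for the q-values of the study, whose package was not installed. The design, the tests, the alternatives and the rule for naming genes were fixed before the data were examined, apart from those marked as chosen later.

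The labels give the groups the same replicate numbers, and the methods describe 3 independent experiments with the replicate in the model. Deviations from the group means were correlated across loci between same-numbered arrays. The correlations were 0.563 to 0.733 between the mock arrays of the backgrounds and 0.387 to 0.668 between their DEX arrays. They were 0.174 to 0.303 between mock and DEX arrays in Col and 0.100 to 0.215 in sid2. All exceeded 0.1 between the groups that were compared directly, and the numbers were taken to pair the arrays.

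A list of 17 genes from the study text, written in advance, was reported whatever their values. The text names further genes, and 8 of these with a value on the array were added after values had been seen. For each DEX effect, the 3 genes with the largest rise and the 3 with the largest fall were named among the genes called with the same sign in all 3 same-numbered pairs. For the other contrasts the same rule held for called genes, and where no gene was called, the 3 with the smallest p were named as not called. Genes named outside this rule are marked as chosen after their values were seen.

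The study's list of 187 SA-responsive genes and its Clusters I (85 genes), II (20 genes) and III (25 genes) were tested with camera of limma (inter-gene correlation preset to 0.01) and, as alternatives, with camera at the estimated correlation and with fry, all two-sided, with the replicate as a fixed term and adjustment over the 4 lists. List tests were read at an adjusted p under 0.05. The locus lists alone were taken from the study. The 187 genes were chosen by the study on other arrays, from infected plants. The clusters were drawn partly from the sid2 DEX/mock ratios of the present arrays, so that neither the counts in a cluster, adjusted over the list alone or not, nor the p-values of its list tests are independent evidence. Agreement between backgrounds was described by Pearson's r and the slope across genes, with no p-value, since genes are not independent replicates. The DEX/mock ratios of the backgrounds share no array. A gene called in Col was counted as SID2-dependent when its change in sid2 was under 20% of that in Col, and the mirrored count shows what selection on a noisy value gives.

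The fits were tested on simulated data for all 32627 loci, with log2 changes of 2 in 200 genes per contrast. The fit recovered 85.0% of them for the DEX effect in Col with 0 false calls, 87.5% for the DEX effect in sid2 with 0 false calls, 90.0% for the sid2 effect in mock with 1 false call and 86.0% for the sid2 effect in DEX with 0 false calls. For the difference between the DEX effects, in which 400 genes were changed, it recovered 78.0% with 4 false calls. These rates hold for the simulated arrays, whose consensus correlation was 0.140. On the real arrays SID2 was not called for either sid2 effect, at −3.97 in mock and −4.17 in DEX. Both changes were larger in size than the simulated 2. The rates therefore do not show what share of real differences between the backgrounds the fit would find.

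The alternatives were the fit with no replicate block or a fixed block, quantile normalization repeated, arrays shifted to a common median of all genes or of 3263 genes of stable rank, dim genes left out, an intensity trend with a robust prior, array quality weights, each array left out in turn, fits to the compared groups alone, Storey's q-values, limma's treat, and other limits on fold change and adjusted p. Leaving out the replicate 2 arrays of all 4 groups together was added after the data had been seen. Further lists of pollen genes, flower organ identity genes and rapid touch and wound response genes, and the loci of the organelle genomes, were used for the tests of explanations. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9.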

Results

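Leaf transcript profiles were collected from Arabidopsis plants that carry a transgene for MKK4DD, a constitutively active form of the MAP kinase kinase MKK4, under a promoter switched on by dexamethasone (DEX). MKK4 acts upstream of the MAP kinases MPK3 and MPK6. The transgene was present in the wild-type background Col or in sid2, a mutant in the gene SID2, which encodes an enzyme of salicylic acid (SA) synthesis. Leaves of plants aged 4 weeks received 2 µM DEX or, as mock treatment, 0.1% ethanol, and were harvested after 24 h. There were 12 arrays in 4 groups with n = 3 biological replicates each: Col mock, Col DEX, sid2 mock and sid2 DEX. Each array gave RMA-summarised intensities for 32627 loci, with a median of 255 to 289 and a highest log2 value of 14.49 to 15.06. Across loci, Pearson's r was 0.985 to 0.995 between arrays of 1 group, 0.983 to 0.997 between arrays of the same treatment in different backgrounds, and 0.882 to 0.915 between mock and DEX arrays. The first principal component held 88.3% of the variance and separated DEX from mock arrays, and the second held 3.58%. Plants without the transgene that received DEX were not analysed here, so effects of DEX itself and of the induced kinase are not separated.

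The mutated gene was examined first in every array. SID2 (EDS16, AT1G74710) had a log2 expression level of 10.36, 9.72 and 10.21 in the Col mock replicates 1, 2 and 3. It was 6.0, 6.26 and 6.12 in the sid2 mock replicates and 6.11, 6.01 and 6.21 in the sid2 DEX replicates. In Col DEX it was 12.48 in replicate 1 and 12.26 in replicate 3, but 6.08 in the array labelled Col DEX replicate 2, which is within the range of the sid2 arrays. The label of this array and its SID2 level therefore disagree. The array was kept in the group that its label gives, every value of Col DEX below draws on it, and for the genes and lists below whose call changed without it, the value without it is given. With it, the DEX effect on SID2 in Col was 0.18 ± 1.19 (log2, SE) and not called (adjusted p 0.916). Without it, the effect was 2.25 and called (adjusted p 2.71e-06, in a range from this value to 1 over the alternatives).

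**Figure D1:**
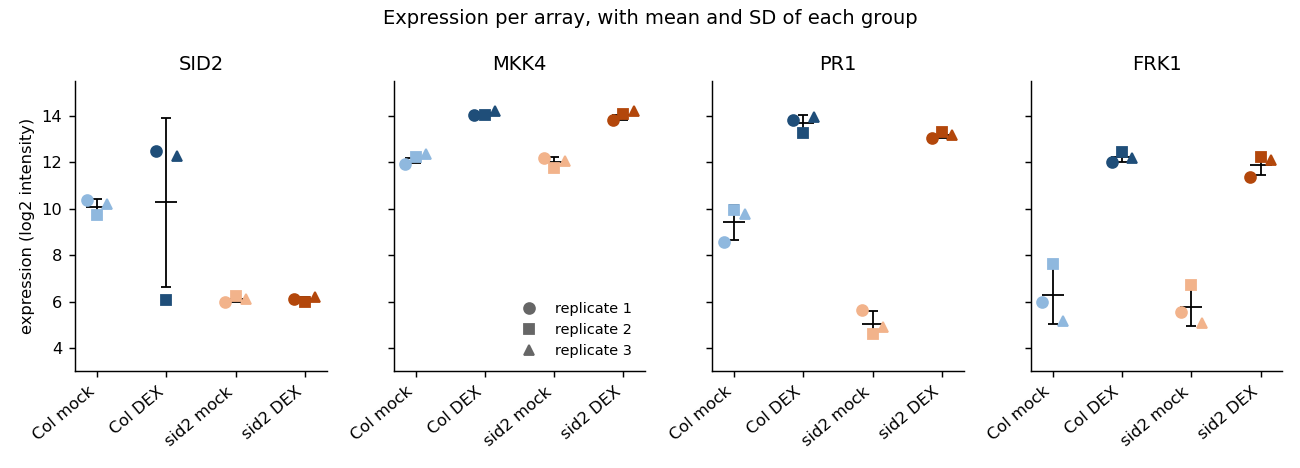
Log2 expression of SID2, MKK4, PR1 and FRK1 in each array (symbols mark the replicates), with the mean and SD of each group as black bars (n = 3). SID2 lies near 6 in all sid2 arrays and at 6.08 in the array labelled Col DEX replicate 2, while MKK4 and FRK1 of that array lie with the other DEX arrays.

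MKK4 and marker genes of MAPK signaling were compared between DEX and mock to examine whether the transgene responded. MKK4 (AT1G51660) rose from 12.19 ± 0.21 (SD, n = 3) to 14.11 ± 0.11 in Col, a log2 change of 1.92 ± 0.14 (SE, adjusted p 4.55e-07). In sid2 it rose from 12.01 ± 0.23 to 14.03 ± 0.20, a change of 2.03 ± 0.14 (adjusted p 3.24e-07). Both changes were seen in 3 of 3 same-numbered pairs. The value for this locus does not separate transcripts of the transgene from those of the endogenous gene. FRK1 (AT2G19190), a marker of MPK3 and MPK6 activity, rose by 5.94 ± 0.47 in Col (adjusted p 8.57e-07) and by 6.13 ± 0.47 in sid2 (adjusted p 7.24e-07). Its mock level was higher in replicate 2 than in the other replicates of both backgrounds, at 7.63 in Col and 6.70 in sid2, as were the mock levels of WRKY33 and ACS6. WRKY33, PAD3, ACS2 and ACS6 were also called as raised in both backgrounds, with changes between 2.11 (WRKY33 in Col) and 6.01 (PAD3 in Col). With limma's treat, WRKY33 in Col (adjusted p 0.0476) and ACS6 in Col (0.0573) and sid2 (0.0192) were not called. Chalcone synthase (CHS, listed as TT4, AT5G13930) fell by 6.41 ± 0.34 in Col (adjusted p 4.31e-08) and by 6.04 ± 0.34 in sid2 (adjusted p 7.22e-08). MPK3, MPK4, MPK6, MKK5, NPR1, ACT2 and the chitinase gene AT1G02360 were not called in either background, and neither was AT2G18780, the locus that the study prints for Actin2. MPK4 rose by 0.76 ± 0.10 in Col (adjusted p 3.75e-05) and by 0.88 ± 0.10 in sid2 (adjusted p 1.23e-05), in 3 of 3 pairs each, which is under the 2-fold limit. The largest change among these genes was 0.92 ± 0.30 for AT1G02360 in Col (adjusted p 0.0203), against 0.62 ± 0.30 in sid2 (adjusted p 0.101). AT1G02360 was called in Col when Col mock replicate 2 was left out, with a change of 1.22 (adjusted p 0.0051). It was also called when the arrays were shifted to a common median (1.03, adjusted p 0.0094). Without the replicate 2 arrays of all groups it was called too (1.36, adjusted p 0.0033).

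A further 8 genes that the study text names were added after values had been seen. MPK11 (AT1G01560), a MAP kinase listed by the study beside MPK3, MPK4 and MPK6, rose by 2.62 ± 0.32 in Col (adjusted p 3.31e-05) and by 3.43 ± 0.32 in sid2 (adjusted p 3.94e-06), in 3 of 3 pairs each. It was called in both backgrounds in all 25 settings run for it (adjusted p up to 0.00166 in Col and 8.26e-05 in sid2). RPS4 (1.91 in Col, 1.73 in sid2) and VIP1 (1.14 and 1.24) were also called as raised in both, but not with limma's treat. RPM1 (AT3G07040) fell by 0.94 ± 0.34 in Col (adjusted p 0.0353, not called) and fell by 1.46 ± 0.34 in sid2 (adjusted p 0.00331, called), in 3 of 3 pairs each. Its difference between the backgrounds was not called. RPM1 was called in Col without Col mock replicate 3 (adjusted p 0.00237) and with array quality weights (0.00368). It was not called in sid2 without sid2 mock replicate 2 (0.0176), without sid2 DEX replicate 2 (0.0169), without the replicate 2 arrays of all groups (0.0232) or with treat (0.430). Over all alternatives its adjusted p lay between 0.00237 and 1 in Col and between 3.52e-04 and 0.430 in sid2. SUMM2 fell by 0.64 ± 0.14 in Col (adjusted p 0.00228) and fell by 0.72 ± 0.14 in sid2 (adjusted p 0.00104), in 3 of 3 pairs each, which is under the 2-fold limit. RPS2, RIN4 and FLS2 were not called in either background, in the reported fit or in any alternative run for them.

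The DEX effect over all genes was tested in each background. In Col, 9372 of 32627 genes were called (28.7%), of which 4487 were higher and 4885 lower with DEX. In sid2, 9081 genes were called (27.8%), 4241 higher and 4840 lower. The median change over all genes was 0.04 in each background. Among the alternatives, the limit of 4-fold moved these counts by the largest factor, to 4485 in Col and 4303 in sid2. The largest rises in Col, each in 3 of 3 pairs, were those of AT4G28940 (9.62 ± 0.25, adjusted p 4.23e-10), NHL25 (AT5G36970, 9.24 ± 0.26, adjusted p 5.92e-10) and CYP710A1 (AT2G34500, 9.15 ± 0.15, adjusted p 7.67e-11). The largest falls were those of EXPA11 (AT1G20190, −8.64 ± 0.26, adjusted p 8.88e-10), AT1G62510 (−8.27 ± 0.45, adjusted p 5.35e-08) and XTH7 (AT4G37800, −8.27 ± 0.37, adjusted p 1.27e-08). In sid2, the largest rises were those of AT4G28940 (9.37), OSM34 (AT4G11650, 9.02) and CYP710A1 (8.89). The largest falls in sid2 were those of XTH7 (−8.52), XTH6 (AT5G65730, −8.43) and EXPA11 (−8.25). For these genes in sid2 the adjusted p lay between 1.35e-10 and 1.08e-08. In the background for which it was named, the lower group mean of each gene was dim, from 3.53 (AT4G28940 in Col mock) to 5.06 (XTH7 in Col DEX). AT1G62510, named in Col alone, was at 5.85 in sid2 DEX. The lower quartile of the arrays was 4.15 to 4.20. No background level was analysed, so the exact sizes and ranks of these changes are uncertain.

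The backgrounds were compared to ask whether the response to DEX depends on SID2. Across all genes, the log2 DEX/mock ratios of Col and sid2 had a Pearson's r of 0.988 and a slope of 0.957 for sid2 on Col. Within the single replicates, r lay between 0.962 and 0.972. Genes are not independent replicates, so r describes the similarity of the profiles and carries no test. Of the 9879 genes called in at least 1 background, 8574 (86.8%) were called in both, and 0 of these changed in opposite directions. At the limit of 4-fold, 4716 genes were called in at least 1 background and 4072 in both. The difference between the DEX effects was tested directly as an interaction in limma, and 0 genes were called. At an unadjusted p under 0.05 there were 734 genes, 2.25% of those tested. A share near 0.05 would arise if no gene differed, so this test seems conservative. The 0 calls therefore do not show that the backgrounds respond alike. The smallest p-values belonged to PR1, AT2G44400 and AT2G44380, none of them called. PR1 (AT2G14610) rose by 4.26 ± 0.36 in Col and by 8.12 ± 0.36 in sid2, a difference of 3.86 ± 0.50 (adjusted p 0.225) with the same sign in 3 of 3 pairs. For AT2G44400, whose level of 4.20 in Col DEX was at the lower quartile of the arrays, the difference was 1.14 ± 0.15 (adjusted p 0.225). For AT2G44380 it was 1.86 ± 0.28 (adjusted p 0.436), again in 3 of 3 pairs each. AT2G44380 was under the lower quartile with DEX, at 4.08 in Col and 3.95 in sid2. In mock, PR1, AT2G44400 and AT2G44380 were lower in sid2 (−4.37, −0.97 and −1.99). With DEX they differed by −0.51, 0.18 and −0.13, so their differences lay mainly in the mock levels. Without the array labelled Col DEX replicate 2, 3 genes were called, which were DMR6 (AT5G24530, difference −2.67, adjusted p 0.00552), ARD3 (AT2G26400, −3.23, adjusted p 0.00605) and AT5G41280 (−1.57, adjusted p 0.00605). These were named after their values were seen.

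**Figure D2:**
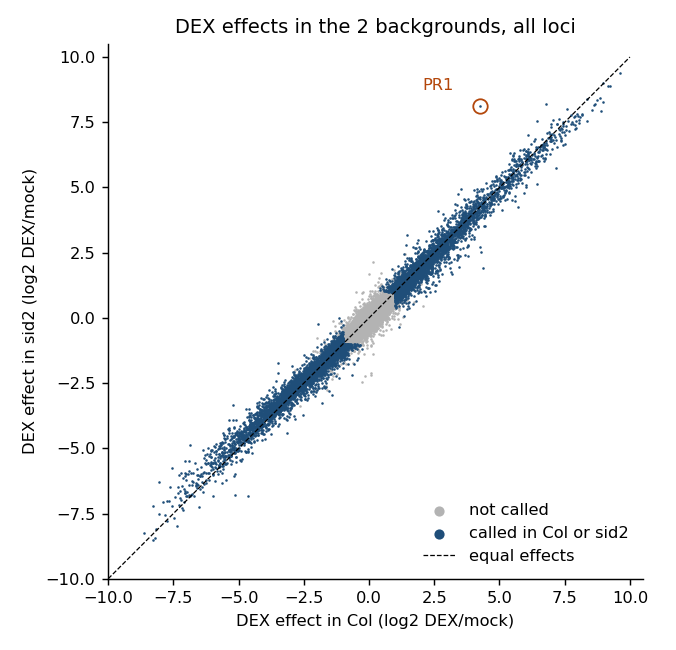
Log2 DEX/mock ratio in Col (horizontal) against that in sid2 (vertical) for 32627 loci, with genes called in at least 1 background in blue and the line of equal effects dashed. The points follow the line (r 0.988), and PR1, circled, lies above it at 4.26 in Col and 8.12 in sid2.

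By the rule that the change in sid2 is under 20% of that in Col, 5 of the 9372 genes called in Col (0.0534%) were SID2-dependent. They were CYP76C5 (AT1G33730), AT1G56120, AT1G59030, AT2G44400 and RTL1 (AT4G15417), named after their values were seen. Their changes in Col were 1.17, −1.96, −1.07, −1.15 and 1.33. The mirrored count, of genes called in sid2 with less than 20% of the change in Col, was 0. AT1G59030 and AT2G44400 were dim, with mean levels of 4.04 and 4.58. For none of the 5 genes was the difference called, and AT2G44400 had the smallest adjusted p, 0.225. Without the array labelled Col DEX replicate 2, the SID2-dependent count was 18 and the mirrored count 15, and without Col mock replicate 1 both were 2. The mirrored count was between 1 and 7 without each of the other arrays except sid2 mock replicate 3 and sid2 DEX replicate 3, where it was 0.

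The sid2 effect in mock shows what the mutation changes without induced MKK4DD. Of all genes, 1 was called, PR1. Its log2 level was 9.42 ± 0.76 (SD, n = 3) in Col mock and 5.05 ± 0.53 in sid2 mock, a change of −4.37 ± 0.36 (SE, adjusted p 0.00393) seen in 3 of 3 pairs. With DEX, PR1 was at 13.68 ± 0.36 in Col and 13.17 ± 0.13 in sid2, a difference of −0.51 ± 0.36 that was not called (adjusted p 0.938). The call of PR1 in mock was close to the limit. With the replicate as a fixed block its adjusted p was 0.0487, and leaving out 1 array gave values between 3.36e-04, without Col mock replicate 1, and 0.0594, without Col mock replicate 3. PR1 was also not called without Col mock replicate 2 (0.0267), Col DEX replicate 3 (0.0143), sid2 mock replicate 2 (0.0316), sid2 mock replicate 3 (0.0550), or sid2 DEX replicate 1 (0.0162), 2 (0.0138) or 3 (0.0155). Over all alternatives its adjusted p lay between 3.36e-04 and 0.10. At an unadjusted p under 0.05 there were 2267 genes. SID2 itself was lower by 3.97 ± 1.19 in sid2 mock in 3 of 3 pairs but was not called (adjusted p 0.615). Without the array labelled Col DEX replicate 2, which widens the shared estimate of its spread, SID2 was called, with an adjusted p of 8.88e-06. AT2G44380 was lower in sid2 mock by 1.99 ± 0.20, with an adjusted p of 0.0138. It was called without Col DEX replicate 1 (adjusted p 0.00668). It was also called with the arrays shifted to a common median (0.00812) and with array quality weights (0.00927).

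In the DEX groups, limma called 0 genes between sid2 and Col, with 1881 genes at an unadjusted p under 0.05. The genes with the smallest p were AT4G04315 (−0.72 ± 0.09, adjusted p 0.191), AT2G27660 (−2.66 ± 0.41, adjusted p 0.520) and AT5G63250 (−0.73 ± 0.12, adjusted p 0.520), none of them called, and each was lower in sid2 in 3 of 3 pairs. AT4G04315 and AT5G63250 were dim in all groups, with means between 3.19 and 4.27. AT2G27660 was called without the array labelled Col DEX replicate 2 (−3.12, adjusted p 0.00952, in a range from 0.00103 to 1 over the alternatives). This count rested on 1 array. Without the array labelled Col DEX replicate 2, 38 genes were called and all 38 were lower in sid2, while leaving out any of the other 11 arrays gave 0. The 38 genes included SID2 (−6.24, adjusted p 3.88e-07), DMR6 (−3.93, adjusted p 4.67e-06), ARD3 (−5.10, adjusted p 4.92e-06), NIMIN1 (−3.40, adjusted p 9.67e-06), WRKY54 (−5.50, adjusted p 6.97e-05) and WRKY70 (−3.92, adjusted p 2.38e-04), which were named after their values were seen. Of the 38, 6 belonged to the SA-responsive list. In the fit to all arrays, the smallest adjusted p among the 38 was 0.520.

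**Figure D3:**
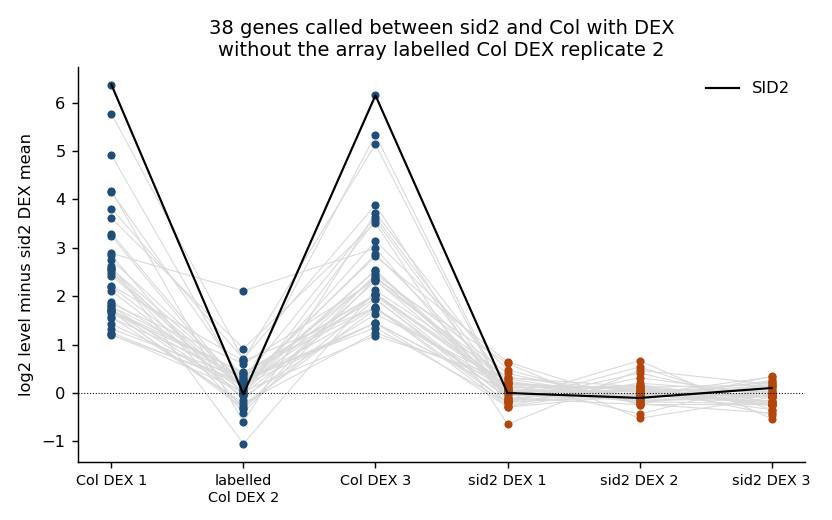
Log2 level of each of the 38 genes called between sid2 and Col with DEX when the array labelled Col DEX replicate 2 is left out, given for all 6 DEX arrays as the difference from the sid2 DEX mean (grey lines join the values of a gene and the black line is SID2). The genes were chosen without that array, in which 36 of the 37 genes other than SID2 lay nearer to the sid2 mean than to the mean of Col DEX replicates 1 and 3.

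The 187 SA-responsive genes were examined to ask whether induced MKK4DD regulates them with and without SID2. In Col, 100 were called higher and 35 lower with DEX (100 and 36 adjusted over the list alone). In sid2, 97 were called higher and 32 lower (97 and 34 adjusted over the list alone). Of the 187 genes, 125 were called in both backgrounds in the same direction, 10 in Col only, 4 in sid2 only and 48 in neither. The mean log2 change of the list was 1.07 ± 0.28 (SD over 3 replicates) in Col and 1.04 ± 0.04 in sid2. The list was higher than other genes by camera, with an adjusted p of 3.17e-06 in Col and 3.60e-06 in sid2. For the difference between the DEX effects, 0 of the 187 genes were called in limma over all genes, and PR1 was called when adjusted over the list alone (adjusted p 0.00213). The mean difference was −0.04 and the median 0.02, and camera, which gave the direction as higher in sid2, found no shift (adjusted p 0.871). The list holds genes that rose and genes that fell with DEX. A weaker response of both kinds in sid2 would cancel in these measures, so they cannot exclude it. Without the array labelled Col DEX replicate 2, 1 gene was called, the mean difference was −0.15, with 104 of 187 genes below 0, and camera gave the opposite direction (adjusted p 0.00133, fry 0.236). Without Col DEX replicate 3, camera gave an adjusted p of 0.0483 in the direction of higher in sid2.

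Cluster I, 85 genes of this list, rose with DEX. The clusters were drawn by the study partly from these arrays, so the list tests of a cluster describe it and are not independent evidence. In each background 83 genes were called higher, over all genes and adjusted over the list alone, and the mean change was 3.27 ± 0.13 (SD over 3 replicates) in Col and 3.29 ± 0.16 in sid2 (camera adjusted p 9.71e-27 and 6.29e-28). In Cluster II, 20 genes, limma called 0 in either background, over all genes or adjusted over the list alone. The mean changes were 0.10 ± 0.63 and 0.08 ± 0.21 (camera adjusted p 0.789 and 0.742). The Col value of Cluster II was −0.61 in replicate 2, which uses the array labelled Col DEX replicate 2, against 0.35 and 0.58 in replicates 1 and 3. Without that array fry gave an adjusted p of 0.0119 for a rise of Cluster II in Col, against 0.672 with it, whereas camera gave 0.0789 and camera at the estimated correlation 0.371. Without that array 2 of its genes were called in Col, and 1 was called without Col mock replicate 2, Col mock replicate 3 or Col DEX replicate 3. Cluster III, 25 genes, fell. In Col, 25 were called lower, and in sid2, 24 over all genes and 25 adjusted over the list alone. The mean change was −4.09 ± 0.32 in Col and −3.83 ± 0.40 in sid2 (camera adjusted p 1.21e-14 and 3.67e-14). Of the shifts of the 4 lists with DEX, those of the SA-responsive list, Cluster I and Cluster III were also found by fry in both backgrounds. With camera at the estimated correlation only Cluster I passed 0.05 (adjusted p 0.0222 in Col and 0.0200 in sid2), against 0.15 and 0.152 for the SA-responsive list and 0.0530 and 0.0568 for Cluster III. The SA-responsive list passed it too without the array labelled Col DEX replicate 2 (0.0253 and 0.0495), and Cluster III did not (0.0548 and 0.0600).

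**Figure D4:**
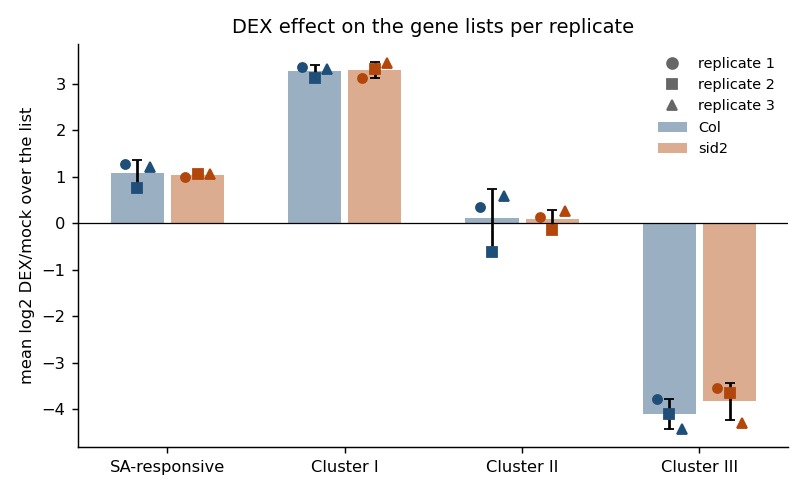
Mean log2 DEX/mock ratio of the genes of each list in Col and sid2, with symbols for the 3 same-numbered pairs and error bars for their SD. Cluster I lies above 3 in all pairs and Cluster III below −3.5, while the Cluster II ratio of Col replicate 2 is −0.61.

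For the differences between the DEX effects of the clusters, limma called 0 genes in Cluster II and Cluster III over all genes and over the list alone, and PR1 alone in Cluster I when adjusted over the list alone. By camera, Cluster III differed, with a mean of 0.27 (adjusted p 5.40e-04), whereas fry (0.969) and camera at the estimated correlation (0.811) found no difference. Its camera adjusted p was 0.146 without sid2 mock replicate 1, 0.0543 without sid2 DEX replicate 2 and 0.00575 without the array labelled Col DEX replicate 2. Clusters I and II did not differ by camera (adjusted p 0.757 and 0.871). Cluster I passed 0.05, in the direction of higher in sid2, without Col mock replicate 1 (0.0456), Col DEX replicate 3 (0.0414) or sid2 mock replicate 1 (0.0135), and Cluster II without Col DEX replicate 3 (0.0404). For Cluster II the mean (−0.02) and median (−0.04) had the opposite sign of the direction given by camera, and without the array labelled Col DEX replicate 2 the direction was lower in sid2, with a mean of −0.27 and an adjusted p of 2.27e-04, but neither fry (0.244) nor camera at the estimated correlation (0.148) passed 0.05. Between the backgrounds, the SA-responsive list was lower in sid2 by 0.24 in mock and by 0.28 in DEX. Camera gave an adjusted p of 4.35e-07 and 1.89e-07 for these, and fry 0.160 and 0.143. When the array labelled Col DEX replicate 2 was left out, fry gave 0.00614 and 0.00134. Cluster II was lower in sid2 by 0.44 and 0.46, with fry at 0.166 and 0.143, and at 0.0127 and 0.00272 without that array. Cluster I was lower by 0.21 and 0.18 (camera adjusted p 4.23e-06 and 7.04e-06), but fry gave 0.160 and 0.143, and 0.101 and 0.109 without that array. Cluster III went the other way in DEX, where it was higher in sid2 by 0.28 (22 of 25 genes, camera adjusted p 4.00e-07, fry 0.143). In the SA-responsive list PR1 was called in mock, and with DEX AT5G46960 was called when adjusted over the list alone (−1.67 ± 0.27, adjusted p 0.00764, lower in 3 of 3 pairs).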

Values the study reported

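The study selected 187 SA-responsive genes from infection experiments, requiring that the change in sid2 after infection with the empty-vector strain was less than 20% of that in Col. Within these, it described Cluster I with 85 genes, Cluster II with 20 genes and Cluster III with 25 genes. For the DEX-inducible MKK4DD plants, it selected 4743 genes with a q value under 0.01 and more than 4-fold change between DEX and mock.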

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

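The comparison of camera with fry as an explanation was chosen only after the result was seen, while the fit without 1 array was planned.

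Cluster III, the 25 genes that fell with DEX, differed between the backgrounds: by the test of the difference itself, camera placed its DEX effect higher in sid2 than in Col (adjusted p 5.40e-04). The mean difference was 0.27 (log2), the difference was above 0 for 21 of 25 genes, and it was 0.24, 0.44 and 0.12 in replicates 1, 2 and 3 (SD 0.16). In mock the list differed by 0.02 between the backgrounds and with DEX by 0.28, and limma called 0 of its genes for the difference. A candidate explanation is the correlation of 0.01 between genes that was preset in camera. The correlation estimated for this list was 0.327, and fry, which does not use the preset, gave an unadjusted p of 0.323. Camera at the estimated correlation gave an adjusted p of 0.811, and over all alternatives the adjusted p lay between 6.25e-09 and 0.969. What the array labelled Col DEX replicate 2 adds to this difference cannot be told apart: without it the mean was 0.19, a change smaller than the spread between replicates. Without sid2 mock replicate 1 and without sid2 DEX replicate 2 the adjusted p was 0.146 and 0.0543. The genes were grouped by the study partly on ratios from these arrays. That sid2 itself weakens the fall of these genes stays open and was not tested apart from this.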

How the results depend on the processing

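Of the alternatives, leaving out the replicate 2 arrays of all 4 groups together was chosen only after the data had been seen. The alternatives that take the mean over transcripts or test every transcript were not run, because the values hold 1 entry per locus. There were 27 planned settings, 12 of which left out 1 array.

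For the DEX effect, the counts in Col and sid2 were 6190 and 5994 with the dimmer 50% of genes left out (16314 genes tested, which explains the fall), 5328 and 5091 with treat, 4485 and 4303 at 4-fold, and 15171 and 14782 with no limit on fold change. These last 3 follow from the stricter or looser limit itself. Without 1 array the counts lay between 8954 and 9393 in Col and between 8672 and 9130 in sid2, and in the remaining settings they stayed within 1.5 times those reported. Shifting the arrays to a common median moved the median change of all genes in Col from 0.04 to 0.15, and the share of called genes that rose from 47.9% to 52.9%. Shifting them to genes of stable rank moved these the other way, to −0.04 and 43.9%, so whether more genes rose or fell depends on the scaling.

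The difference between the DEX effects gave 0 to 3 genes without 1 array, 3 of them without the array labelled Col DEX replicate 2, and limma called 0 in every other setting run. For the sid2 effect in mock, the count was 0 with a fixed block and with treat, 2 with a common median and with array quality weights, 3 at an adjusted p under 0.05, and 0 to 2 without 1 array. It was 2 without Col DEX replicate 1 or 2. It was 0 without Col mock replicate 2 or 3, Col DEX replicate 3, sid2 mock replicate 2 or 3, or any sid2 DEX replicate. With only the groups compared, and without the replicate 2 arrays, the 1 gene called was SID2, and PR1 was not called. For the sid2 effect in DEX, it was 13 without the replicate 2 arrays, and 0 to 38 without 1 array, 38 without the array labelled Col DEX replicate 2 and 0 without each other array. Apart from the fewer genes tested and the limits, the cause was not tested for the changes in this part.

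In Cluster II, the count called in Col was 1 with a common median, 3 without the replicate 2 arrays and 0 to 2 without 1 array, 2 without the array labelled Col DEX replicate 2 and 1 without Col mock replicate 2 or 3 or Col DEX replicate 3. The count of SA-responsive genes called for the difference was 0 to 1 without 1 array, 1 without the array labelled Col DEX replicate 2. With camera at the estimated correlation the adjusted p was 0.15 in Col and 0.152 in sid2 for the SA-responsive list, 0.053 and 0.0568 for Cluster III, and 0.811 for the difference in Cluster III, where fry gave 0.969. Without 1 array, the camera adjusted p of Cluster II was 0.0789 to 0.982 in Col and 0.439 to 0.991 in sid2. For the differences it was 0.00133 to 0.815 for the SA-responsive list, 2.27e-04 to 0.998 for Cluster II and 6.25e-09 to 0.146 for Cluster III. The lowest values of the SA-responsive list and Cluster II, without the array labelled Col DEX replicate 2, had the opposite direction. Cluster III was past 0.05 without sid2 mock replicate 1 (0.146) or sid2 DEX replicate 2 (0.0543), and the SA-responsive list was under it without Col DEX replicate 3 (0.0483).

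The correlation of the DEX effects was 0.995 among genes called at 4-fold and 0.983 to 0.987 without 1 array. The slope was 0.927 to 0.972, and moved by more than its SD over replicates without Col mock replicate 2, Col DEX replicate 1 or sid2 DEX replicate 3. The SID2-dependent count was 1 with the dimmer 50% of genes left out, 0 at 4-fold, 15 without the replicate 2 arrays and 2 to 18 without 1 array (2 without Col mock replicate 1, 18 without the array labelled Col DEX replicate 2). The mirrored count was 20 without the replicate 2 arrays and 0 to 15 without 1 array. For the genes named by the rule, without the 8 study genes added later, 1783 values kept direction and side of the limit, 16 were no longer called, 15 became called, 39 values that were not called moved, and 0 called values reversed. The lower quartile of the arrays lay at a log2 level of 4.15 to 4.20, and since a background level was not analysed here, how far signal over background limits the changes of such dim genes was not tested.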

Other observations

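The tests of a faulty SID2 reading, an exchange, poor quality, the placement by marker genes, MKK4 in mock and the pollen genes in DEX arrays were chosen only after the result was seen.

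In the array labelled Col DEX replicate 2, SID2 was at 6.08, while MKK4 was at 14.05 and FRK1 at 12.45, as in the other DEX arrays. A faulty reading of SID2 alone is argued against: over the 37 other genes called between sid2 and the remaining Col DEX arrays, the median position of this array was 0.0711 on a scale with the sid2 mean at 0 and the Col mean at 1. Of these, 36 lay nearer to sid2, and AT2G27660 was the exception at 0.719. Outside these genes, AT4G04315 (3.91) and AT5G63250 (4.15) of this array lay between the other Col DEX arrays. Both genes were dim and were picked with this array counted as Col. An exchange with an array of a sid2 group needs a sid2 array with SID2 at the Col level, but the highest value there was 6.26. Poor quality of the whole array is argued against by its distance to the nearest array, 53.7 in a range of 47.7 to 71.3, with 2 of the other 11 arrays nearer to their neighbour. A second hybridisation of the RNA of sid2 DEX replicate 2 is argued against by 400 genes more than 2-fold apart, with 324 and 486 in the other same-numbered DEX pairs. Leaves without SID2 transcript under the Col DEX label are a candidate explanation: each array was placed on its own 20 marker genes, chosen on the other 11 arrays and without SID2, and this array lay at −0.0647, with other Col arrays at 0.557 to 1.33 and sid2 arrays at 0.0836 to 0.529. The markers for the other arrays were chosen with this array counted as Col, so their positions are not on the same genes as its own. Whether such leaves came from a sid2 plant under a wrong label or from a Col plant that did not express SID2 was not tested, and the group was not reassigned.

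In the replicate 2 mock arrays, FRK1 was higher than in the other mock arrays of its background by 2.03 in Col and 1.39 in sid2. WRKY33 was higher by 1.68 and 1.42, and ACS6 by 2.16 and 1.52. PAD3 and ACS2 did not follow. PAD3 was at 7.33 in Col (6.88 and 9.71 in replicates 1 and 3) and at 6.74 in sid2 (10.54 and 9.50). ACS2 was at 4.82 in Col (5.04 and 5.36) and at 5.30 in sid2 (4.93 and 5.31). Signal from a DEX sample is argued against: over 122 genes that DEX raised from a dim mock level, the medians were −0.026 in Col and −0.16 in sid2. The dim level was a mean under 5.5 over all mock arrays, those of replicate 2 included. Genes raised in replicate 2 were thus less likely to be chosen, which weakens this argument. A rapid touch or wound response before harvest is a candidate explanation. Of 13 listed genes of that response, 9 were higher in both replicate 2 mock arrays (medians 1.67 and 0.88), against 0 and 2 in replicates 1 and 3. Each replicate was set against the mean of the others, so a high replicate 2 itself lowers the counts of replicates 1 and 3. JAZ5, JAZ10, LOX3 and LOX4 of this list were higher in Col (0.96, 0.44, 0.48 and 1.05). In sid2 they were lower (−0.46, −1.26, −0.61 and −0.42). They were named after their values were seen. DEX raised most of this list too (medians 2.60 and 2.31), but TCH2, TCH4, DREB1A and JAZ7, named after their values were seen, were higher in the replicate 2 mock arrays than in the DEX means of their backgrounds. Expression of the transgene without DEX that acts as DEX does is argued against by the same 122 genes, within the same limit. DEX raised them by medians of 6.78 in Col and 6.74 in sid2, but as a set they were not higher in these mock arrays. They were dim in mock, so weaker expression of the transgene cannot be told apart. MKK4 was at −0.38 against the other mock arrays in sid2 and at 0.09 in Col, and its high mock level would hide a small rise. Other biological explanations were not tested, since replicates are not a group of the design.

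Pollen genes were also higher in the replicate 2 mock arrays. Of 18 listed genes, 12 were higher in both (medians 0.28 in Col and 0.81 in sid2), among them sks11 (2.03 and 3.51) and PPME1 (1.41 and 3.01). ACT4 (−0.22 and −0.13), TUA1 (−0.51 and −0.18) and PLIM2c (−0.39 and −0.37) were lower, so that pollen in the leaf material cannot be told apart from other sources. These genes were named after their values were seen. In the mock arrays of replicates 1 and 3, 9 of the 18 pollen genes, 3 of the 7 flower organ identity genes and 13 of the 13 rapid response genes had a mean log2 level of at least 5.5, and 0 of them belonged to another list used here. Whole flowers or buds cannot be told apart either, since the flower organ identity genes went both ways (higher of the medians 0.0080, 3 of 7 genes higher in both). Signal from a DEX sample is argued against by 7 of the 12 genes, which were lower in the DEX arrays of both backgrounds than in the replicate 2 mock arrays. No biological explanation was tested.

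The genes of the mitochondrial genome rose with DEX (107 loci, medians 1.07 in Col and 0.93 in sid2, with 55 and 50 called higher), and those of the chloroplast genome fell (87 loci, medians −0.48 and −0.43, with 25 and 23 called lower), in 3 of 3 pairs each and under the 3 other scalings of the arrays. An intensity-dependent shift left by the normalization is argued against: of 10000 random nuclear lists of the same mean expression, 0 had a median as large, and the medians of these lists lay between −0.32 and 0.58. How organelle transcripts were primed and labelled was not analysed here, so other technical explanations stay open, as does an effect of DEX or MKK4DD, which was not tested.

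Chance was examined by splitting the arrays otherwise, as planned. For the DEX effect in Col and in sid2, 1 of 10 splits, the real one, gave as many called genes, and the other splits called 0. Among the 4 splits that part all same-numbered pairs it was again 1. With 10 splits the share cannot go below 0.1, so chance cannot be excluded by this count alone. For the sid2 effect in mock, 3 of 10 splits gave at least the 1 gene called (2 of 4 that part all pairs), and up to 6 genes. For the sid2 effect in DEX, where 0 genes were called, 10 of 10 did so (4 of 4), and for the difference between the DEX effects, also 0, 100 of 100 (16 of 16), with up to 18 genes. Every split reaches a count of 0, so these shares were fixed in advance and say nothing about chance. The split with most genes for the sid2 effect in DEX, 78, set Col DEX replicate 1 and sid2 DEX replicates 1 and 2 against the array labelled Col DEX replicate 2, Col DEX replicate 3 and sid2 DEX replicate 3.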
